A study of Homo sapiens with 8 samples. Its data were reported in "Local oxygen tension dictates hematopoietic cell growth and potency" (2026).

How the data were processed

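Cells, libraries and groups were taken from the sample labels. The 8 samples are the gene expression and hashtag libraries of 4 cord blood units, 2 collected at day 2 and 2 at day 7, each day sequenced on its own model of NovaSeq instrument. Libraries came from the PIPseq T20 kit with TotalSeq-A hashtags, where hashtags 1 to 6 stand for 1, 3, 5, 14 and 21% O2 and the input. The authors deposited raw counts per gene or hashtag and barcode, with 1 matrix per unit. Per the labels and the methods, PIPseeker aligned the reads to GRCh38 and assigned them to barcodes and hashtags. Its version and annotation are not given in the sources used here, nor whether the counts are of unique molecules, and the values are called counts throughout. The deposited barcodes were already limited to called cells, and the files carry no hashtag or cell type assignment, so both were rebuilt.

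Hashtags were called per library with HTODemux of Seurat 5.3.0 on centred log ratios at a positive quantile of 0.99. Of 93897 barcodes, 83223 had exactly 1 hashtag, 9298 had more than 1 and 1376 had none. Barcodes with more than 1 hashtag were treated as doublets and left out, and no other doublet caller was run, so doublets of the same hashtag remain. Cells needed at least 500 counts and at most 25% mitochondrial counts, which removed 4. An alternative rule asked that 1 hashtag hold at least 80% of a barcode's hashtag counts, with at least 10 of them. The 75634 barcodes called by both rules all received the same hashtag. They were 48670 of the 49337 barcodes with exactly 1 hashtag at day 2, but 26964 of 33886 at day 7. The median share of mitochondrial counts was 2.71 and 3.36% in the day 2 libraries and 1.79 and 1.77% in the day 7 libraries. More than 1 hashtag was found on 8.10 and 13.5% of barcodes at day 2 and 8.40 and 8.56% at day 7.

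Cells were clustered in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Counts were log normalised, and 2000 variable genes were chosen without the HIF, glycolysis, mitochondrial and ribosomal lists and without sex linked marker genes. The first 30 principal components were corrected for cord blood unit with the Harmony algorithm, and 20 nearest neighbours were passed to Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0. Clusters of at least 20 cells were scored against 11 marker lists fixed before the data were examined: HSC/MPP, lymphoid progenitor, granulocyte-monocyte progenitor or neutrophil, monocyte, dendritic cell, basophil, eosinophil or mast cell, megakaryocyte, erythroid, megakaryocyte-erythroid progenitor, T, NK or B cell, and stromal or endothelial. A cluster was named for a list with a score of at least 0.5 and at least 3 markers detected at 20 CPM. It also needed markers among its 10 leading or 50 wider leading genes. Scores within 0.25 counted as a tie, so the named list need not have led the next by that margin. These cutoffs were set after an exploratory look at the clusters. Of 24 clusters 17 were named, in 9 classes, and 7 were not. No cluster was called stromal or endothelial. Leading genes of several classes differed between 1% and 21% O2 (17 of 34 for HSC/MPP-like clusters at day 2), so class shares were taken from a clustering without the 8067 genes changed by O2, an alternative chosen after seeing the data, in which 20 of 23 clusters were named in 10 classes. The class names are rebuilt, and a difference from the study can come from that.

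Raw counts were summed per unit and hashtag to 22 sums and tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1). The model held the cord blood unit as a block and O2 tension within day, and all 22 sums shared 1 estimate of the spread. TMM factors, filterByExpr and the quasi-likelihood test were used, with Benjamini-Hochberg adjustment at 0.05. The study's methods do not state the test used for sums of cells, nor whether it controlled for the unit, so edgeR was chosen to fit counts and the block to fit the pools. Same-numbered sums are cells of the same unit in the same capture, which is where the pairing comes from. Deviations of conditions from their group means correlated between 0.95 and 0.97 over the 10 pairs of conditions at day 2 and between 0.39 and 0.81 over the 15 pairs at day 7. No pair of replicate sums agreed within sampling noise, with a chi-square per gene of 13.4 or more. Of 37468 genes in the files, 24336 were tested in all cells and 17962 in HSC/MPP-like cells. Sums of fewer than 20 cells were left out, which took 1 of the 2 sums of megakaryocyte-like cells at 1% O2 and day 2. Standard errors are the absolute log2 fold change over the square root of F.

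The 16 gene lists were fixed at the same point: HIF and hypoxia targets, glycolytic enzymes, mitochondrially encoded mRNAs, nuclear OXPHOS subunits, cytosolic ribosomal proteins, G1/S genes, G2/M genes, sterol biosynthesis, ATF4 and amino acid response, p53 targets, NRF2 and antioxidant genes, heat shock genes, immediate early genes, interferon response, HSC-associated genes and genes named in the study. They were tested with camera at a preset correlation of 0.01, adjusted over the lists within a comparison, with camera at an estimated correlation and fry beside it. Genes are named by a rule also fixed beforehand: the 10 largest log2 fold changes each way per comparison of 1% with 21% O2 among genes past the threshold with a mean of at least 20 CPM and the same sign in both units, 5 each way for HSC/MPP-like cells, the day difference and the input comparison, up to 4 members of lowest adjusted p per list, and all study-named genes. Sex linked marker genes, hashtags and genes without a symbol were left out. Some genes that the rule takes are not reported here. CPM values (counts scaled to the TMM-adjusted library size) are means over the 2 units. Gene positions come from GENCODE 44 on GRCh38, matched by Ensembl identifier for 37368 genes (99.7%).

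Shares of classes and phases were tested with Page's trend statistic, permuting the 5 tensions within each of the 2 units (14400 arrangements, exact, two-sided), adjusted over classes or phases within a day. For phases each cell was thinned to 3000 counts, and 0 cells fell below that number. Pools of a unit share 1 capture, so the p-values of the gene tests measure how repeatable a difference was over 2 units, which differ also in donor. The p of the trend test measures instead how regular the order of the 5 tensions was within units. It can reach 0.0167 with 1 unit alone and does not measure the spread between donors.

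The scripts were tested on simulated data with 200 changed genes. For the day 2 comparison in all cells (23757 genes) edgeR recovered 47.8, 65.7 and 84.9% of genes with log2 folds of 0.5, 1 and 2, and for day 7 (23761 genes) 44.8, 55.2 and 69.7%. Among its calls 10.2% and 10.3% were unchanged genes, above the nominal 5%, against 5.34 and 7.63% for DESeq2. These are rates in simulated data. In the real sums, fitting each day alone moved the calls from 3783 to 6393 at day 2 and from 3345 to 1634 at day 7. Whether the simulated rates hold for either real comparison was not tested. In HSC/MPP-like cells (16948 and 16951 genes) the recovery was 52.2, 77.6 and 95.5% at day 2 and 16.4, 44.8 and 59.1% at day 7, with 15.3% and 6.98% unchanged genes among the calls. Settings of the quasi-likelihood fit were compared on simulated data alone, and the default was kept. Of 100 null sets, 0 passed camera at either day and 4 and 5 passed fry.

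Alternatives set beforehand were DESeq2 1.42.0, no low count filter, no unit block, leaving out each replicate, the other hashtag rule, no cell filter, each day fitted alone, equal cells per sum (3401 at day 2 and 1397 at day 7), mitochondrially encoded genes left out, clustering at resolution 0.5, with all variable genes or without Harmony, unthinned phases, fry and an estimated correlation, and for list tests no TMM factor. Counts without the TMM factor, the clustering without genes changed by O2, and HSC/MPP-like cells without the cluster led by G2/M genes (at least 3 of the list among its 10 leading genes) were added after seeing the data. Figures were drawn with matplotlib 3.10.9.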

Results

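Human umbilical cord blood CD34+ cells, a population rich in hematopoietic stem and progenitor cells, were grown in serum free medium with growth factors at 1, 3, 5, 14 or 21% O2 and profiled by single cell RNA sequencing. The assay was PIPseq, in which cells are captured in an emulsion with barcoded beads. Cells from 2 cord blood units (CBUs) were collected at day 2 of culture and cells from 2 other units at day 7, the latter together with their uncultured input cells. Cells of each condition carried their own hashtag, an antibody with a DNA barcode, and the 5 or 6 conditions of a unit were pooled before capture. Each unit gave 1 gene expression library and 1 hashtag library. Harvest also differed between tensions. The input and the 14 and 21% O2 cultures were taken in room air, and the 3 lower tensions inside a chamber kept at 3% O2. The day of culture cannot be told apart from the units or the sequencer, because each day used its own units and its own instrument.

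The libraries held 430465517 and 748549774 gene counts at day 2 and 241915501 and 255359831 at day 7. Of 93897 barcodes in the files, 83219 carried exactly 1 hashtag and passed the cell filter, with 49336 from day 2 and 33883 from day 7. The median barcode held 15279 and 24575 counts in the day 2 libraries and 12708 and 9374 counts in the day 7 libraries. Counts summed over the cells of a unit and condition gave 22 sums of 3401 to 6731 cells at day 2 and 1397 to 3879 cells at day 7. The sums ranged from 46632690 to 157040503 counts at day 2 and from 7845757 to 49822346 at day 7, the input sums being the shallowest of the latter. At day 2 the median counts per cell were lowest at 1% O2 in both units. They were 12951 against 14983 to 15999 at the other tensions in replicate 1, and 22282 against 24332 to 25366 in replicate 2. The mitochondrial share (mean of the units' medians) was 2.60% at 1% O2 and 3.13 to 3.21% at the others. At day 7 the median counts per cell were instead highest at 1% O2 among the cultures. They were 15511 against 12206 to 15018 in replicate 1, and 12071 against 10318 to 11380 in replicate 2. The day 7 mitochondrial share was 1.40% at 1% O2 and 1.64 to 2.01% at the other tensions. Whether these differences in depth add to the calls of either day was not tested. Each comparison below rests on n = 2 units per day. Fold changes are given on the log2 scale as the lower O2 tension against the higher, with the standard error of the edgeR model.

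The first comparison asked which genes differed between 1% and 21% O2 after 2 days. RBM3 and CIRBP, which encode cold inducible RNA binding proteins, were higher at 1% O2, as were SIPA1L1, a regulator of the small GTPase Rap, the trypsinogen gene PRSS2 and the small adaptor genes BEX1 and BEX2. The inducible Hsp70 genes HSPA1A and HSPA1B and the Hsp90 cochaperone gene CHORDC1 were lower. The globin genes HBB and HBD and the neutrophil granule protease genes PRTN3 and ELANE were also lower at 1% O2. Interferon response genes rose, whereas G2/M and sterol biosynthesis genes fell.

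SIPA1L1 (ENSG00000197555, chromosome 14, 71320449 to 71741229, plus strand, GRCh38) averaged 39.4 ± 1.53 CPM (SD, n = 2) at 1% O2, 13.9 ± 2.30 at 3% and 13.4 ± 2.65 at 21%. Its log2 fold change was 1.56 (SE 0.0858, edgeR adjusted p = 5.67e-10). PRSS2 (ENSG00000275896, chromosome 7, 142760398 to 142774564, plus strand) was 1.53 higher (SE 0.0916), although its reads can be shared with near-identical trypsinogen genes. RBM3 (ENSG00000102317, chromosome X, 48574449 to 48581162, plus strand) reached 680 ± 110 CPM at 1% O2 against 296 ± 1.66 at 21%, a log2 fold change of 1.20 (SE 0.062). CIRBP (ENSG00000099622, chromosome 19, 1259384 to 1274880, plus strand) followed with 1.04. The other genes with the largest increases were BEX1 (1.15), BEX2 (1.08), the growth factor gene MDK (1.04), the nuclear noncoding RNA MALAT1 (0.75), ALOX5AP (0.73), which is needed for leukotriene synthesis, and FBXW9 (0.69). HBB (ENSG00000244734, chromosome 11, 5225464 to 5229395, minus strand) had the largest decrease, from 45.0 ± 1.82 CPM at 21% O2 to 13.9 ± 7.32 at 1% (log2 fold change −1.83, SE 0.238, edgeR adjusted p = 2.85e-05). PRTN3 (−1.37), HBD (−1.12), HSPA1A (−1.07), HSPA1B (−0.96), APOC1 (−0.86), LYZ (−0.76), ELANE (−0.73), the noncoding RNA PVT1 (−0.72) and CHORDC1 (−0.71) followed. HSPA1A and HSPA1B are near-identical copies, so the split of reads between them is uncertain. HSC/multipotent progenitor (MPP)-like cells, with PRSS2, MDK, BEX1 and BEX2 among the leading genes of their clusters, made up 59.3 ± 5.81% of cells at 1% O2 and 47.7 ± 5.10% at 21% (41.4 ± 2.56% and 27.2 ± 2.48% in the clustering set beforehand). At 1% and 21% O2, erythroid-like cells made up 3.24 ± 0.29% and 6.80 ± 0.44% of cells, and granulocyte-monocyte progenitor or neutrophil-like cells 16.2 ± 3.11% and 21.5 ± 3.90%.

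Of 16 heat shock genes, 10 fell and 0 rose at 1% O2 (13 and 0 adjusted over the list alone, median −0.34), among them DNAJB1 (−0.49), HSPH1 (−0.48) and HSP90AA1 (−0.41). This list stood apart from other genes (camera adjusted p = 8.75e-18), with an adjusted p = 0.0173 with an estimated correlation. Of 15 interferon response genes, 11 rose and 0 fell (12 and 0 adjusted over the list alone, median 0.36), including IFI44 (0.49) and IFI6 (0.46). Their camera adjusted p was 3.63e-14 (adjusted p = 0.0121 with an estimated correlation). Of 54 G2/M genes, 25 fell and 0 rose (31 and 0 adjusted over the list alone, median −0.16), such as HMMR (−0.44) and SMC4 (−0.33), with a camera adjusted p = 8.85e-16 (adjusted p = 0.0465 with an estimated correlation). Of 24 sterol biosynthesis genes, 20 fell and 0 rose (24 and 0 adjusted over the list alone, median −0.38), including the mevalonate pathway gene MVD (−0.56) and the late pathway gene DHCR7 (−0.54), at a camera adjusted p = 7.19e-19 (adjusted p = 0.0465 with an estimated correlation).

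Of 38 hypoxia inducible factor (HIF) and hypoxia target genes, 11 rose and 1 fell at day 2 (14 and 1 adjusted over the list alone, median 0.11, camera adjusted p = 2.78e-04), with ALDOC at 0.94 and PDK1 at 0.54. Of 16 glycolytic enzyme genes, 7 rose and 1 fell, the latter being PFKL at −0.21 (the counts were 7 and 1 adjusted over the list alone, median 0.14, camera adjusted p = 4.83e-04). Of 13 mitochondrially encoded mRNAs, 10 fell, led by MT-CYB (−0.64), and MT-ND1 rose by 0.34 (10 and 1 adjusted over the list alone, camera adjusted p = 1.46e-05). The adjusted p for these 3 lists was 0.14, 0.29 and 0.275 with an estimated correlation. Among 76 cytosolic ribosomal protein genes, 47 rose and 0 fell (60 and 0 adjusted over the list alone, median 0.14, camera adjusted p = 1.2e-18, adjusted p = 0.286 with an estimated correlation). Of 20 genes associated with hematopoietic stem cells (HSCs), 4 rose, including AVP (1.00), and 1 fell, ALDH1A1 (−0.34), with 6 and 1 adjusted over the list alone (camera adjusted p = 0.00309, adjusted p = 0.14 with an estimated correlation). Among 71 nuclear subunits of oxidative phosphorylation (OXPHOS), 15 rose and 3 fell (16 and 3 adjusted over the list alone, median 0.04, or −0.006 without the TMM factor, camera adjusted p = 0.00237). That call was lost without the TMM factor (adjusted p = 0.12), with fry (adjusted p = 0.187) and with an estimated correlation (adjusted p = 0.672). Without day 2 replicate 2 the calls for the HIF (camera adjusted p = 0.0545), glycolytic (0.0638) and HSC-associated lists (0.112) were lost.

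The lists of G1/S genes, p53 targets, ATF4 and amino acid response genes, NRF2 and antioxidant genes and immediate early genes were not called at day 2. Of 43 G1/S genes, 7 rose and 7 fell (9 and 7 adjusted over the list alone, camera adjusted p = 0.597). Of 24 p53 targets, 4 rose and 3 fell (4 and 4 adjusted over the list alone, camera adjusted p = 0.597). The ATF4 list of 20 genes held 6 rises and 5 falls (7 and 5 adjusted over the list alone, camera adjusted p = 0.928), and the NRF2 list of 21 genes held 4 and 4 (5 and 4 adjusted over the list alone, 0.868). Of 18 immediate early genes the chemokine gene CXCL8 alone rose, by 2.28, and 0 fell (1 and 0 adjusted over the list alone, camera adjusted p = 0.267). Of the 31 genes that the study names, 14 rose and 10 fell (16 and 10 adjusted over the list alone, median 0.20, camera adjusted p = 2.35e-05, or 0.0571 without the low count filter, adjusted p = 0.0316 with an estimated correlation). The study chose them on these samples, so this is not independent evidence of their direction. BNIP3, a mitophagy receptor gene and a classical HIF target, was at 19.5 ± 2.38 CPM at 1% O2 and 16.0 ± 0.24 at 21% (log2 fold change 0.33, edgeR adjusted p = 0.053).

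In all hashed cells at day 2, 1723 genes were higher and 2060 lower at 1% than at 21% O2 out of 24336 tested (edgeR, Benjamini-Hochberg adjusted p under 0.05), or 1226 higher and 3026 lower without the TMM factor. The balance of directions turned without the low count filter (2106 higher and 1437 lower) and without day 7 replicate 1 (3505 and 2704) or 2 (3531 and 2704). Changes were small, with 129 genes over 2-fold higher and 78 over 2-fold lower. The total of 3783 genes rests on both units and on their pairing: it was 5 without the unit as a block, 775 without day 2 replicate 1 (422 higher and 353 lower) and 28 without day 2 replicate 2 (19 and 9). It rose to 6209 and 6235 without day 7 replicate 1 or 2 and to 6393 with each day fitted alone. Of the 20 genes with the largest changes named above, 15 were not called without the block and 11 without day 2 replicate 2, and 0 turned in direction. Among those 11 were HBB (−1.28), HSPA1B (−0.67), PRTN3 (−0.75), APOC1 (−0.52, and −0.55 though called under the hashtag share rule), LYZ (−0.51) and ELANE (−0.34), while MDK stayed called at 0.69. The same holds for 57 and 54 of the 61 calls of list members, and for 22 of them without day 2 replicate 1. Without day 2 replicate 2 the folds were 0.16 for PDK1, −0.33 for MVD, −0.31 for DHCR7 and −0.21 for ALDH1A1, none of them called.

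The same comparison at day 7 was led by the HIF targets BNIP3 and DDIT4, the latter an inhibitor of MTOR complex 1, which were higher at 1% O2. The collagen prolyl hydroxylase gene P4HA1, the mitochondrial adenylate kinase gene AK4, the lactate dehydrogenase gene LDHA and the lactate exporter gene SLC16A3 rose with them. The lysozyme gene LYZ, the calprotectin gene S100A9, the lectin gene CLEC10A and the antigen presentation gene HLA-DMB were lower. Sterol biosynthesis genes fell, and heat shock genes rose.

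BNIP3 (ENSG00000176171, chromosome 10, 131967684 to 131981967, minus strand) averaged 164 ± 51.5 CPM at 1% O2 and 30.5 ± 5.34 at 21%, a log2 fold change of 2.41 (SE 0.107, edgeR adjusted p = 1.35e-11). DDIT4 (ENSG00000168209, chromosome 10, 72273919 to 72276036, plus strand) averaged 122 ± 37.5 and 22.4 ± 1.5 CPM, a log2 fold change of 2.43 (SE 0.161). P4HA1 (1.41), AK4 (1.26), SLC16A3 (1.13) and LDHA (0.99) followed, LDHA with 1103 ± 167 CPM at 1% O2 against 552 ± 21.9 at 21%. The globin genes HBG1 (1.51), HBG2 (1.31), HBA1 (1.1) and HBA2 (1.04) were the others among the 10 largest increases, and each pair shares near-identical sequence. CLEC10A had the largest decrease (−1.73, edgeR adjusted p = 1.46e-07), with 20.5 ± 18.9 CPM at 1% O2 and 63.5 ± 43.6 at 21%. TGFBI (−1.60), LYZ (−1.52), S100A9 (−1.47), FOS (−1.42), SAMHD1 (−1.38), IFI30 (−1.34), FGL2 (−1.29), HLA-DMB (−1.19) and HLA-DQA1 (−1.19) were the next. In the clustering set beforehand, where dendritic cell-like cells were those of a cluster led by CLEC10A and another led by IGLC2, monocyte-like cells made up 5.55 ± 5.45% of cells at 1% O2 and 13.7 ± 6.83% at 21%, and dendritic cell-like cells 5.88 ± 3.57% and 9.93 ± 4.30%. In the clustering without O2 genes, which puts the cells led by CLEC10A and CD1C among the monocyte-like, the shares were 9.26 ± 7.22% and 19.3 ± 9.38%, then 1.70 ± 0.96% and 2.93 ± 0.63%.

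Of the 38 HIF and hypoxia targets, 31 rose and 0 fell at day 7 (34 and 2 adjusted over the list alone, median 0.73), including the hormone genes STC2 (5.05, from 0.11 ± 0.04 to 3.62 ± 1.26 CPM) and ADM (2.16) and the prolyl hydroxylase gene EGLN3 (1.5). The camera adjusted p was 1.62e-96 (adjusted p = 6.69e-06 with an estimated correlation). Of 16 glycolytic genes, 14 rose and 0 fell (15 and 0 adjusted over the list alone, median 0.48), with ENO2 at 1.01, PGM1 at 0.74 and GAPDH at 0.33 (camera adjusted p = 9.06e-44, adjusted p = 0.00255 with an estimated correlation). Of 13 mitochondrially encoded mRNAs, 11 fell and 0 rose (11 and 0 adjusted over the list alone, median −0.41), among them MT-CO2 (−0.57) and MT-ND1 (−0.56), with a camera adjusted p = 3.04e-11 (adjusted p = 0.0884 with an estimated correlation). Sterol biosynthesis genes fell in 15 of 24 cases with 0 rises (18 and 0 adjusted over the list alone, median −0.34), including INSIG1 (−0.81) and HMGCS1 (−0.75), at a camera adjusted p = 9.64e-18 (adjusted p = 0.0426 with an estimated correlation). Heat shock genes rose in 11 of 16 cases with 0 falls (12 and 0 adjusted over the list alone, median 0.26), among them HSPA1B (0.77), HSPA1A (0.75) and DNAJB1 (0.52), at a camera adjusted p = 1.38e-12 (adjusted p = 0.0258 with an estimated correlation).

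Immediate early genes fell in 6 of 18 cases with 0 rises at day 7 (7 and 0 adjusted over the list alone, median −0.29), including FOSB (−1.02), ZFP36 (−0.62) and KLF6 (−0.60), with a camera adjusted p = 0.00355 (adjusted p = 0.026 with an estimated correlation). Ribosomal protein genes rose in 43 of 76 cases with 0 falls (67 and 0 adjusted over the list alone, median 0.13, camera adjusted p = 2.7e-17, adjusted p = 0.321 with an estimated correlation). Of the 20 HSC-associated genes, 4 rose, including HOPX (0.59) and NPR3 (0.44), and 1 fell, JAML (−0.92), with 6 and 2 adjusted over the list alone (camera adjusted p = 0.0168, adjusted p = 0.18 with an estimated correlation). Among nuclear OXPHOS subunits 4 of 71 rose and 0 fell (1 and 0 adjusted over the list alone, median 0.05, or −0.002 without the TMM factor, camera adjusted p = 0.0329). That call was lost without the TMM factor (adjusted p = 0.632), with an estimated correlation (adjusted p = 0.833), with fry (0.388), without the low count filter (0.308) and without the block (0.0822). It was also lost under the hashtag share rule (0.111), with each day fitted alone (0.103) and without day 2 replicate 1 (0.084) or 2 (0.0777), and its direction turned without day 7 replicate 1 (0.0521). Without day 7 replicate 2 the call for HSC-associated genes was lost (camera adjusted p = 0.164). Study-named genes rose in 16 and fell in 9 of 31 cases (18 and 9 adjusted over the list alone, median 0.43, camera adjusted p = 1.95e-22, adjusted p = 1.22e-04 with an estimated correlation), again not as independent evidence.

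At day 7 the lists of G1/S genes, G2/M genes, p53 targets, ATF4, NRF2 and interferon response genes were not called. Of the 43 G1/S genes 1 rose and 1 fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.805). G2/M genes rose in 4 and fell in 8 of 54 cases (5 and 8 adjusted over the list alone, 0.67), and p53 targets in 2 and 5 of 24 (3 and 6 adjusted over the list alone, 0.364). ATF4 genes rose in 1 and fell in 1 of 20 cases (1 and 4 adjusted over the list alone, 0.871), and NRF2 genes in 4 and 4 of 21 (6 and 5 adjusted over the list alone, 0.576). Interferon response genes rose in 1 and fell in 2 of 15 cases (2 and 4 adjusted over the list alone, 0.633). The median and the mean differed in sign for the G1/S, ATF4, NRF2 and interferon lists. Within the p53 list, the cyclin dependent kinase inhibitor gene CDKN1A fell by 0.75 and the glycolysis regulator gene TIGAR by 0.72, while GADD45A rose by 0.43.

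In all hashed cells at day 7, 1446 genes were higher and 1899 lower at 1% than at 21% O2 (edgeR), or 867 higher and 2557 lower without the TMM factor. Of these, 139 were over 2-fold higher and 223 over 2-fold lower. The total of 3345 genes was 27 without the unit as a block and 1634 with each day fitted alone. It was also lower without either day 2 replicate. The day 2 sums enter through the shared estimate of the spread. The genes passing the low count filter also differed, with 20976 tested when day 7 was fitted alone against 24336. Without day 2 replicate 1 or 2, however, 23668 and 24874 genes were tested, so the lower total there does not need a smaller number of tested genes. Day 2 fitted alone went the other way, from 3783 to 6393 genes. The 3345 calls may therefore lean on a spread lowered by the day 2 sums, although neither part was tested by itself. Of the 20 genes with the largest changes, 16 were not called without the block. HBG2 and HBA2 were not called without either day 2 replicate, with each day fitted alone, with equal cell numbers (0.965 and 1.14) or under the hashtag share rule (1.00 and 0.479), under which HBA1 stayed called at 0.60. With DESeq2 these and HBG1 were not called. Of 59 calls of list members, 49 were lost without the block, 7 without either day 2 replicate or with each day fitted alone, 5 under the hashtag share rule or without the TMM factor, 4 without the low count filter, 3 with equal cell numbers and 6 without day 7 replicate 1, FOSB (−0.48, against −1.55 without day 7 replicate 2) among the last.

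**Figure D1:**
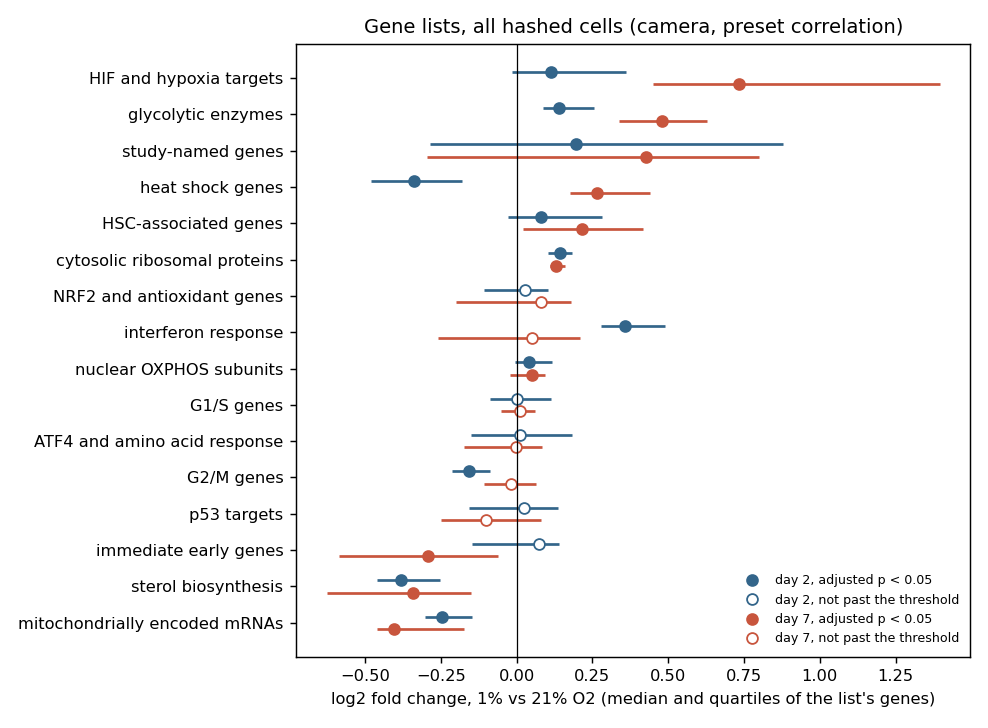
Median log2 fold change of each gene list between 1% and 21% O2 (x axis) in all hashed cells, by list (y axis), at day 2 (blue) and day 7 (red); points are medians, lines span the quartiles over the list's genes, and filled points passed the camera test at an adjusted p under 0.05. HIF targets moved further at day 7 (median 0.73) than at day 2 (0.11), and heat shock genes had medians of opposite sign (−0.34 at day 2, 0.26 at day 7).

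A test of the difference between the days asked which responses to 1% O2 changed with time in culture. The response of HIF targets and glycolytic genes was larger at day 7, and that of heat shock genes moved upward. The response of interferon and immediate early genes moved downward. Among single genes, the fetal and adult globins HBG1 (3.21), HBG2 (3.16), HBB (2.35) and HBD (1.84) and BNIP3 (2.08, edgeR adjusted p = 2.78e-08) had the largest increases in their log2 response. IFI30 (−2.01), SIPA1L1 (−1.86), ALOX5AP (−1.74), HLA-DQA2 (−1.63) and HLA-DQA1 (−1.61), the last pair being close paralogs, had the largest decreases. RBM3 and CIRBP, which rose at day 2, were lower at 1% O2 at day 7, with log2 fold changes of −0.29 and −0.38. Of these 10 largest differences, 9 were not called without the block. The calls for HBG1 (2.11, against 4.86 without day 2 replicate 1) and HBG2 (1.97) were lost without day 2 replicate 2 and that for HLA-DQA2 (−1.96) without day 7 replicate 1. HBG2 was also not called with equal cell numbers (2.51), nor HLA-DQA2 with DESeq2 (−1.76).

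The difference passed the test for 25 of 38 HIF targets, all upward (28 adjusted over the list alone, median 0.62, camera adjusted p = 6.43e-38, adjusted p = 1.1e-04 with an estimated correlation). It passed for 13 of 16 heat shock genes, all upward (15 adjusted over the list alone, median 0.50, camera adjusted p = 2.4e-31, adjusted p = 0.00225 with an estimated correlation). It also passed for 9 of 15 interferon genes, all downward (9 down and 1 up adjusted over the list alone, median −0.48, camera adjusted p = 7.86e-08, adjusted p = 0.028 with an estimated correlation). Among glycolytic genes 11 of 16 moved upward and 0 downward (12 and 0 adjusted over the list alone, median 0.37, camera adjusted p = 2.99e-15, adjusted p = 0.0319 with an estimated correlation). Among G2/M genes it was 14 of 54 upward and 0 downward (21 and 0 adjusted over the list alone, median 0.11, camera adjusted p = 1.18e-06, adjusted p = 0.199 with an estimated correlation). Immediate early genes moved downward in 3 of 18 cases and upward in 0 (8 and 0 adjusted over the list alone, median −0.38, camera adjusted p = 0.00471, adjusted p = 0.028 with an estimated correlation). Study-named genes moved upward in 14 and downward in 7 of 31 cases (14 and 9 adjusted over the list alone, median 0.23, camera adjusted p = 5.35e-07, adjusted p = 0.00953 with an estimated correlation), which is not independent evidence. Across all cells the effect differed for 3035 genes, 1620 upward and 1415 downward. The balance turned without the low count filter (1134 and 1947), without day 7 replicate 1 (1405 and 2401) or 2 (1536 and 2198) and without day 2 replicate 1 (410 and 423). The total was 9 without the unit as a block, 833 without day 2 replicate 1 and 289 without day 2 replicate 2. Genes called at both days numbered 222 higher at both (102.4 for independent lists), 316 lower at both (160.7), 288 lower and then higher (122.4) and 152 higher and then lower (134.5). The days share no libraries, so no shared control enters this overlap.

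Neighbouring tensions were compared to find where along the O2 series expression moved. At day 2 nearly all genes called at any step were called between 1% and 3% O2. There RBM3 (1.1), CIRBP (0.95) and SIPA1L1 (1.49) rose and HBB (−1.82) and HSPA1A (−0.81) fell. BNIP3 followed another course, with 36.3 ± 8.0 CPM at 3% O2, above both its neighbours. Its log2 fold change was −0.86 between 1% and 3% O2 (edgeR adjusted p = 2.2e-05) and 1.33 between 3% and 5% (edgeR adjusted p = 7e-07). P4HA1 (−0.46 and 0.35) and SLC16A3 (−0.29 and 0.40) had the same order. BNIP3L was also lower at 1% than at 3% O2 (−0.40). At day 7 BNIP3, DDIT4, P4HA1 and SLC16A3 rose at both lower steps, with BNIP3 at 1.06 between 1% and 3% and 0.73 between 3% and 5% O2, and DDIT4 at 1.03 and 1.27.

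Between 3% and 5% O2 at day 2, 5 of 38 HIF targets rose (17 adjusted over the list alone, median 0.21, camera adjusted p = 1.81e-47, adjusted p = 1.72e-04 with an estimated correlation). Between 1% and 3% 4 rose and 9 fell (5 and 9 adjusted over the list alone, median −0.06, camera adjusted p = 0.0259, adjusted p = 0.275 with an estimated correlation). At day 7, 13 HIF targets rose between 1% and 3% (24 adjusted over the list alone, median 0.30, camera adjusted p = 3.79e-57, adjusted p = 7.46e-05 with an estimated correlation). Between 3% and 5% it was 18 (24 adjusted over the list alone, median 0.34, camera adjusted p = 9.21e-38, adjusted p = 3.89e-04 with an estimated correlation). Between 5% and 14% it was 1 (6 adjusted over the list alone, median 0.13, camera adjusted p = 1.61e-07, adjusted p = 0.0574 with an estimated correlation). Over all genes at day 2, 1529 were higher and 2226 lower at 1% than at 3% O2 (1090 and 3293 without the TMM factor). This compares with 14, 10 and 10 changed at the steps from 3 to 5%, 5 to 14% and 14 to 21% O2. At day 7 the 4 steps held 58, 467, 156 and 21 changed genes (59 higher and 97 lower at the 5 to 14% step, or 44 and 138 without the TMM factor). The genes changed at any step numbered 3768 at day 2 (4 without the unit as a block, 515 and 26 without day 2 replicate 1 or 2, 6280 and 6291 without day 7 replicate 1 or 2). At day 7 they numbered 615 (14 without the block, 130 and 126 without day 2 replicate 1 or 2, 1023 without day 7 replicate 2). With each day fitted alone the counts were 6516 and 122. The day 7 count was 999 without the low count filter and 364 with equal cell numbers.

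**Figure D2:**
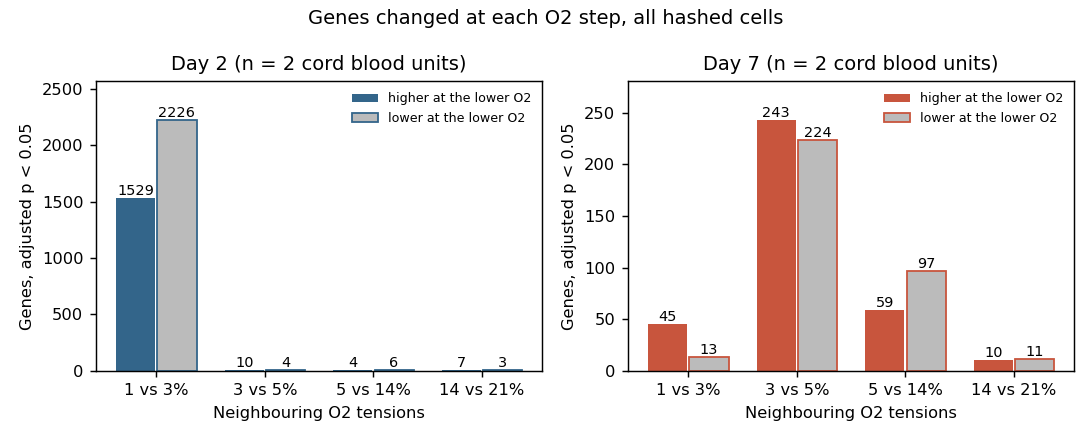
Number of genes with an edgeR adjusted p under 0.05 (y axis) at each step between neighbouring O2 tensions (x axis) in all hashed cells, at day 2 (left) and day 7 (right, other scale), n = 2 units each; filled bars count genes higher and grey bars genes lower at the lower tension. At day 2 the step from 1% to 3% held 1529 and 2226 genes, and at day 7 the step from 3% to 5% held 243 and 224.

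**Figure D3:**
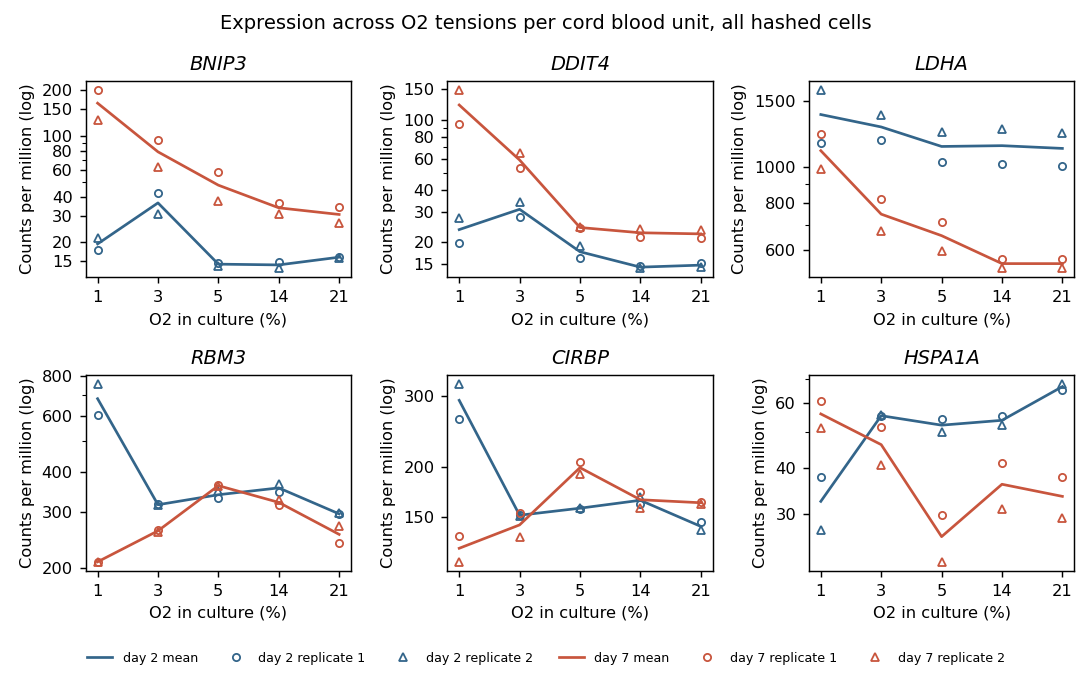
CPM on a log axis (y axis) of 6 genes at each O2 tension (x axis, evenly spaced) at day 2 (blue) and day 7 (red), all hashed cells; points are single cord blood units and lines join the means of the 2 units. BNIP3 at day 2 is highest at 3% O2 (36.3), while at day 7 it is highest at 1% (164), and RBM3 at day 2 stands apart at 1% O2 (680 against 296 to 357 elsewhere).

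HSC/MPP-like cells, called from clusters by marker genes, were tested by themselves because the study asks how O2 acts on primitive cells. At day 2 SIPA1L1 (2.13), RBM3 (1.16) and CIRBP (1.03) were higher at 1% O2, and HSPA1A (−1.29), HSPA1B (−1.13) and MT-CYB (−0.86) were lower. At day 7 DDIT4 (2.40), BNIP3 (2.31), AK4 (1.48), P4HA1 (1.37) and TENT5A (1.07) were higher, and MTRNR2L1 (−0.81), which resembles the mitochondrial gene MT-RNR2 and can share its reads, MT-CO2 (−0.59), MT-CO3 (−0.57), SMIM4 (−0.57) and MT-CYB (−0.54) were lower. PRSS2, BEX1, PSRC1 and PIMREG also passed at day 2 but helped to define these clusters, so their folds within the class are not listed. Without day 2 replicate 2 HSPA1B (−0.84) and PIMREG were not called, and without day 7 replicate 2 TENT5A (1.12), MTRNR2L1 (−0.70) and SMIM4 (−0.60) were not. MTRNR2L1 was also not called with equal cell numbers (−0.46). SMIM4 was also not called with equal cell numbers (−0.60), with each day fitted alone (−0.57) or without any other replicate (−0.50 to −0.58), nor at resolution 0.5 (−0.15) or with all variable genes (−0.32). HSPA1A, HSPA1B and AK4 stayed called at resolution 0.5 (−0.82, −0.54 and 0.91) and with all variable genes (−0.80, −0.55 and 0.89). At day 2 the class lay mainly in clusters led by AVP, AREG and PSRC1, and at day 7 in those led by AVP and PSRC1. The day 2 makeup differed between tensions. The cluster led by PSRC1, PIMREG and other genes of G2/M held 11.2 ± 2.29% of the class at 1% O2 and 26.3 ± 0.41% at 21%. The cluster led by AVP held 51.0 ± 0.12% and 39.6 ± 4.36%, and that led by JUN 11.9 ± 0.74% and 4.40 ± 0.66%. At day 7 the cluster led by PSRC1 held 65.7 ± 31.0% of the class at 1% O2 and 71.7 ± 25.3% at 21%, with a wide gap between units. Its marker score of 0.503 was just past the cutoff of 0.5, so the day 7 values of the class rest largely on a borderline cluster.

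In HSC/MPP-like cells at day 2, 38 of 54 G2/M genes fell and 0 rose (43 and 0 adjusted over the list alone, median −0.31, camera adjusted p = 3.15e-37, adjusted p = 0.0703 with an estimated correlation). These genes also define a cluster of the class. With that cluster left out, a setting chosen after seeing the data, 16 G2/M genes fell and 1 rose (21 and 4 adjusted over the list alone, median −0.12, camera adjusted p = 1.24e-07, adjusted p = 0.101 with an estimated correlation), and HSPA1A and HSPA1B stayed called at −0.80 and −0.53. In the whole class 11 heat shock genes fell and 0 rose (13 and 0 adjusted over the list alone, median −0.26, camera adjusted p = 1.74e-19, adjusted p = 7.82e-04 with an estimated correlation). Of the HIF targets, 12 rose and 1 fell (14 and 1 adjusted over the list alone, median 0.13, camera adjusted p = 7.88e-04, adjusted p = 0.227 with an estimated correlation). At day 7, 13 HIF targets rose and 0 fell (24 and 0 adjusted over the list alone, median 0.83, camera adjusted p = 2.36e-58, adjusted p = 1.11e-04 with an estimated correlation). At that day 10 glycolytic genes rose (13 adjusted over the list alone, median 0.40, camera adjusted p = 4.65e-49, adjusted p = 0.0014 with an estimated correlation). Mitochondrially encoded mRNAs fell in 8 cases (10 adjusted over the list alone, median −0.46, camera adjusted p = 1.05e-40, adjusted p = 0.00212 with an estimated correlation). In total 1150 genes were higher and 1051 lower at day 2 (2201 of 17962 tested), and 54 were higher and 22 lower at day 7 (76). At day 2 fewer were higher than lower at resolution 0.5 (1113 and 1239) and with all variable genes (978 and 1062). The same held with each day fitted alone (1757 and 1806), and the balance also turned without day 7 replicate 1. The sums at 1% and 21% O2 held 1094 to 2666 such cells at day 2 and 91 to 137 at day 7, and simulated log2 folds of 0.5 were recovered for 52.2% of genes at day 2 and 16.4% at day 7. The day 2 total was 4 without the unit as a block, 145 and 19 without day 2 replicate 1 or 2, 3562 and 3550 without day 7 replicate 1 or 2, and 3563 with each day fitted alone. The day 7 total was 3 without the block, 122 without day 7 replicate 2, 118 with DESeq2 and 48 with equal cell numbers. It was 30 with the G2/M cluster left out, which left 1 unit without sums of 20 cells at any tension, and AK4 (1.31), P4HA1 (1.01), TENT5A (2.05), MTRNR2L1 (−0.44), SMIM4 (−0.42) and MT-CYB (−0.45) were then not called.

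The other classes were tested in the same way. Granulocyte-monocyte progenitor or neutrophil-like cells held 1000 higher and 1102 lower genes at day 2 and 122 and 75 at day 7. Megakaryocyte-erythroid progenitor-like cells held 622 and 757 at day 2 and 607 and 472 at day 7, and erythroid-like cells 465 and 399, then 644 and 451. Monocyte-like cells held 277 and 729, then 115 and 177. Megakaryocyte-like cells held 297 and 230 at day 7. At day 2 they held 110 and 43, where a 1% O2 sum of 16 cells was left out, so that arm rested on 1 unit, assumed to vary like the other groups. Basophil, eosinophil or mast cell-like cells held 129 and 145, then 137 and 129, dendritic cell-like cells 34 and 53, then 98 and 106, and lymphoid progenitor-like cells 51 and 67, then 45 and 39. Classes differ in cell number, so these counts do not rank their responses.

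Culture was examined by setting day 7 cells at 21% O2 against the input of the same units. Per the methods, the input cells had been frozen and were taken after the thaw. An effect of the recent thaw therefore cannot be told apart from one of culture. Immediate early genes were lower after culture. Genes of the G1/S and G2/M lists rose, and genes associated with HSCs fell. TGFBI (4.15), FGL2 (4.14), the lectin gene CLEC10A (4.09) and the platelet chemokine genes PF4 (4.11) and PPBP (3.88) had the largest increases. Monocyte-like cells made up 0.121% of input cells and 19.3% of day 7 cells at 21% O2, megakaryocyte-like cells 0.121% and 9.75%, and HSC/MPP-like cells 63.3% and 9.22%. AREG (ENSG00000109321, chromosome 4, 74445136 to 74455005, plus strand), which encodes a growth factor of the epidermal growth factor family, had the largest decrease, with a log2 fold change of −7.58 (edgeR adjusted p = 1.03e-16), followed by TSC22D3 (−6.40), NR4A1 (−5.53), CRHBP (−4.86) and JUN (−4.71).

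Of 54 G2/M genes, 53 were higher at 21% O2 than in the input and 1 lower (53 and 1 adjusted over the list alone, median 2.07, camera adjusted p = 4.69e-42, adjusted p = 0.0299 with an estimated correlation). Of 43 G1/S genes 41 were higher and 1 lower (41 and 1 adjusted over the list alone, median 1.18, camera adjusted p = 9.22e-27, adjusted p = 0.00116 with an estimated correlation). Immediate early genes fell in 17 of 18 cases (17 adjusted over the list alone, median −2.72, camera adjusted p = 4.13e-15, adjusted p = 1.88e-04 with an estimated correlation). HSC-associated genes fell in 17 of 20 cases, with 1 rise (17 and 1 adjusted over the list alone, median −1.63, camera adjusted p = 2.71e-14, adjusted p = 7.9e-04 with an estimated correlation). CD34 (−2.44), HOPX (−3.19) and AVP (−4.17) were among those that fell. Ribosomal protein genes fell in 74 of 76 cases (74 adjusted over the list alone, median −0.61, camera adjusted p = 1.15e-39, adjusted p = 0.133 with an estimated correlation). Nuclear OXPHOS subunits rose in 58 and fell in 6 of 71 (59 and 6 adjusted over the list alone, median 0.50, camera adjusted p = 1.11e-15, adjusted p = 0.232 with an estimated correlation). HIF targets rose in 9 and fell in 16 cases at 21% O2 (9 and 17 adjusted over the list alone, camera adjusted p = 0.211). At 1% O2 against the input they rose in 20 and fell in 4 (20 and 5 adjusted over the list alone, median 0.57, camera adjusted p = 1.02e-04, adjusted p = 0.157 with an estimated correlation). In all, 7332 genes were higher and 5734 lower at 21% O2 day 7 than in the input (13066, 8560 without the unit as a block), and 7129 and 5734 at 1% O2 (12863, 8430 without the block). Without the TMM factor the median of all genes shifted by 0.137 in the 21% O2 comparison, with 8334 genes higher and 4747 lower. With that shift the medians of the HIF list (−0.07 to 0.065) and of the study-named list (−0.10 to 0.046), neither of them called, changed sign.

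A set of 200 genes that were higher in the input than at 21% O2 in the day 7 units was then tested in the day 2 units, to ask whether 1% O2 kept expression closer to the input. Whether these genes mark the recent thaw of the input or the lack of culture was not tested. Of these genes, 135 had a positive log2 fold change at 1% against 21% O2, 24 rose and 1 fell, with a median of 0.22. The set stood apart from other genes (camera p = 3.82e-05, p = 0.00752 with an estimated correlation). In the clustering set beforehand, HSC/MPP-like cells were the main class of the input. They made up 41.4% of day 2 cells at 1% O2 and 27.2% at 21% (exact adjusted p = 0.327). The makeup of the class differed between input and day 2 cells. Its cluster led by AVP held 21.1% of day 2 cells at 1% O2 and 10.8% at 21%, but 0.50% of input cells. The clusters led by AREG and JUN held 53.5 and 22.3% of input cells. Of day 2 cells these clusters held 10.7 and 4.95% at 1% O2, and 8.01 and 1.21% at 21%. The call was lost without the low count filter (0.115) and when the set was drawn without day 7 replicate 1 (0.392) or 2 (0.169).

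Cell classes were compared across the 5 tensions with an exact two-sided permutation test of a trend within units, whose smallest possible p is 0.000139. The clusters used for this were made without the genes changed by O2, a choice made after seeing the data. At day 7 monocyte-like cells were less frequent at low O2, at 9.26 ± 7.22% (SD, n = 2) of cells at 1% against 19.3 ± 9.38% at 21% (exact p = 0.000139, adjusted p = 0.00139, lower at 1% in 2 of 2 units). This class took in a cluster led by CES1 and TGFBI and another led by CLEC10A. The cluster named dendritic cell-like was also less frequent, at 1.70 ± 0.96% against 2.93 ± 0.63% (exact p = 0.00431, adjusted p = 0.0144). It was led by the immunoglobulin genes IGLC2 and IGLC3 and by GZMB, and IGLC1, IGLC2, IGLC3 and IGKC were also leading genes of the T, NK or B cell-like cluster. Megakaryocyte-erythroid progenitor-like cells were more frequent at 1% O2, at 13.5 ± 3.88% against 7.49 ± 1.45% (exact p = 0.00125, adjusted p = 0.00625). So were HSC/MPP-like cells, at 13.4 ± 0.25% against 9.22 ± 1.54% (exact p = 0.00931, adjusted p = 0.0233), each in 2 of 2 units. In the clustering set beforehand monocyte-like (5.55 and 13.7%, exact adjusted p = 0.000625) and megakaryocyte-erythroid progenitor-like cells (14.7 and 8.24%, 0.000625) passed again. Dendritic cell-like cells passed as well (5.88 and 9.93%, exact adjusted p = 0.0209), but the class there also held the cells led by CLEC10A, so the classes of that name are not the same cells. HSC/MPP-like cells did not pass (4.59 and 3.38%, exact adjusted p = 0.289), and lymphoid progenitor-like cells passed (7.58 and 5.21%, exact adjusted p = 0.0209). In the clustering without O2 genes the other day 7 classes did not pass: lymphoid progenitor-like (7.99 and 5.82%, exact adjusted p = 0.104), megakaryocyte-like (12.6 and 9.75%, 0.182), granulocyte-monocyte progenitor or neutrophil-like (21.5 and 23.4%, 0.352), erythroid-like (16.8 and 19.0%, 0.919) and basophil, eosinophil or mast cell-like cells (2.49 and 2.36%, 1.0).

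At day 2 no class passed the trend test. HSC/MPP-like cells made up 59.3 ± 5.81% at 1% O2, 46.3 ± 5.14% at 3% and 47.7 ± 5.10% at 21% (exact p = 0.640, adjusted p = 0.712). Erythroid-like cells made up 3.24 ± 0.29% at 1% and 6.80 ± 0.44% at 21% (exact adjusted p = 0.385). A trend test over 5 tensions does not measure a single step well. In the input, 63.3 ± 3.82% of cells were HSC/MPP-like, 1.39 ± 0.96% lymphoid progenitor-like and 31.8 ± 5.07% in clusters with no name. In the clustering set beforehand these shares were 76.3 ± 4.09%, 20.9 ± 4.89% and 1.51 ± 0.50%. T, NK or B cell-like cells were seen in the input alone, at 0.614 ± 0.666%. Without either day 7 replicate, when the smallest p of the test is 0.0167, 0 classes passed in either clustering (smallest adjusted p = 0.0833 without O2 genes).

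**Figure D4:**
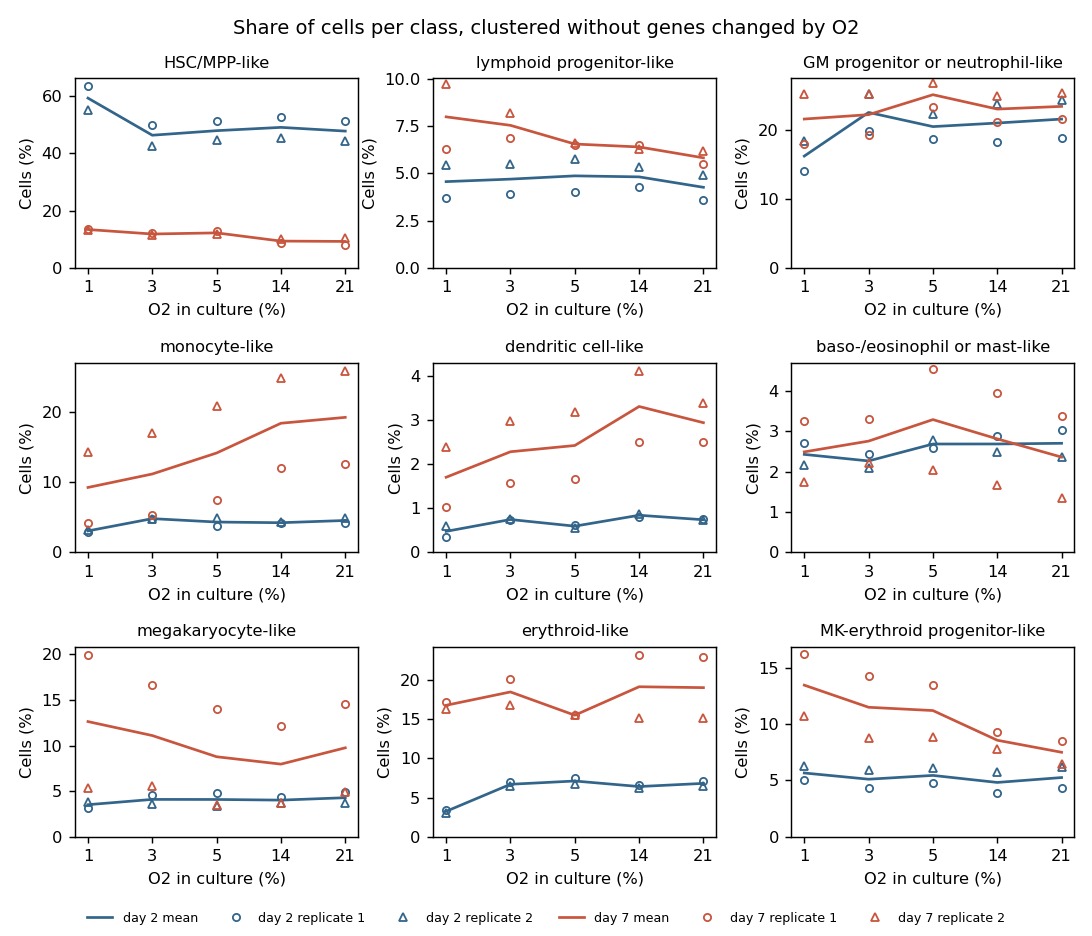
Share of cells (y axis, percent) in each of 9 cell classes at each O2 tension (x axis, evenly spaced) at day 2 (blue) and day 7 (red), from clusters made without genes changed by O2; points are single cord blood units and lines join the means of the 2 units. Monocyte-like cells at day 7 go from 9.26% at 1% O2 to 19.3% at 21%, and megakaryocyte-erythroid progenitor-like cells from 13.5% to 7.49%.

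Cell cycle phases were predicted from the G1/S and G2/M lists in cells thinned to 3000 counts. At day 7 more cells were called G1 at 1% O2 (57.1 ± 2.66% against 52.7 ± 2.36%) and fewer in S (14.4 ± 1.67% against 16.6 ± 1.5%), each with an exact p = 0.0192 and an adjusted p = 0.0288 and in 2 of 2 units. In the sums the G1/S and G2/M lists themselves were not called at day 7 (camera adjusted p = 0.805 and 0.67). At day 2 the G1 shares were 53.2 ± 0.38% and 42.5 ± 2.92% (exact p = 0.0192, adjusted p = 0.0504). Those of G2/M were 32.9 ± 1.29% and 44 ± 4.10% (exact p = 0.0336, adjusted p = 0.0504), so both missed the threshold after adjustment. The unadjusted p of G1 was the same at both days, and its day 2 difference was the larger. At 3% O2 the day 2 G1 share was already 43.4 ± 2.52%, a single step that a trend test does not measure well. These tests therefore do not place the change in phase at day 7 alone. In the input 96.8 ± 0.85% of cells were called G1. Unthinned shares gave 0 calls (day 7 G1 57.5 and 54.0%, exact adjusted p = 0.164), as did either day 7 unit alone. With classes of the clustering set beforehand, 6 of 24 class and phase shares had a call, all at day 7. These were G1, S and the monocyte-like, dendritic cell-like, megakaryocyte-erythroid progenitor-like and lymphoid progenitor-like cells. Under the hashtag share rule 4 of these 6 calls were lost, and 4 other shares gained one. Free RNA from other cells of the pool can enter the phase calls.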

Values the study reported

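The study reported 26 annotated clusters and placed 60% of unmanipulated CD34+ cells apart from cultured cells by their transcriptomes. Between 1% and 21% O2 it reported 5 genes at day 2 and 16 at day 7 in its expanded early HSC/MPP population, and 51 and 79 in its pooled unexpanded populations. Of the genes called as changed in either population, 29.7% were reported as HIF1a bound.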

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

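The tests of the batch correction and of a cooler incubator were chosen after the results they concern were seen, whereas those of harvest and of cluster makeup were set beforehand.

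The effect of 1% against 21% O2 differed between day 7 and day 2, by a test of the difference itself, for 3035 genes. Of the genes called at both days, 440 moved in opposite directions and also passed that test. The log2 response was higher at day 7 by 3.21 for HBG1, 3.16 for HBG2, 2.35 for HBB, 1.84 for HBD and 2.08 for BNIP3. The day 7 minus day 2 difference was −2.01 for IFI30, −1.86 for SIPA1L1, −1.74 for ALOX5AP, −1.63 for HLA-DQA2 and −1.61 for HLA-DQA1. Among gene lists the median difference was 0.62 for HIF and hypoxia targets, 0.37 for glycolytic enzymes, 0.11 for G2/M genes (adjusted p = 0.199 with an estimated correlation), 0.50 for heat shock genes, −0.38 for immediate early genes, −0.48 for interferon response genes and 0.23 for the study-named genes. Time in culture, the cord blood units and the sequencer cannot be told apart here, because each day had its own units and instrument. Outside the comparisons, 9298 barcodes carried more than 1 hashtag and 1376 carried none.

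The changes at day 2 lay mostly between 1% and 3% O2, with RBM3 and CIRBP up and heat shock, sterol and G2/M genes down at that step (adjusted p = 0.0534, 0.0563 and 0.0534 with an estimated correlation). Harvest in the 3% O2 chamber against ambient air is argued against by the steps. The step from 5% to 14% O2 that crosses it held −4.21% of the log2 fold change of the median called gene (upper quartile 9.37%). The step from 1% to 3% held 91.4%, that from 3% to 5% −3.53% and that from 14% to 21% 15.5% (quartiles 5.89 and 26.3%). Makeup of cell clusters is argued against as the whole cause, since mixing the 21% O2 cluster profiles in the 1% O2 proportions gave 12.4% of the median gene's change (upper quartile 36.0%). A cooler 1% O2 incubator would raise RBM3 and CIRBP and lower heat shock genes, and these moved by 1.02 on average and by −0.27 at the median between 1% and 3% O2 at day 2. At day 7 the same step went the other way, with −0.26 and 0.07, and the 2 measures moved in opposite directions at 7 of the 8 steps of both days. That explanation cannot be told apart from O2 itself, which cells may also answer through RBM3 and CIRBP, because each tension was held apart from the others: the methods give 1 temperature setting for all cultures, and no reading of it is given in the sources used here.

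The genes changed at day 7 combined higher HIF and glycolytic genes with lower CLEC10A (−1.73), LYZ (−1.52) and S100A9 (−1.47). The median called gene had 29.1, 34.5, 25.5 and 10.6% of its change at the 4 steps from 1% to 21% O2, and the 25.5% at the step that crosses the harvest rule (quartiles 2.49 and 45.4%) neither needs nor excludes a part for the harvest. Cluster makeup gave 37.2% of the median gene's change (quartiles 16.6 and 59.4%), or 34.7% with the clusters made without genes changed by O2, so a part of the change may come from fewer monocyte-like cells at 1% O2 and the rest would then lie within clusters. BNIP3 and DDIT4 also changed within HSC/MPP-like cells (2.31 and 2.40). A direct response to O2 stays open beside both explanations, as the remaining biological one.

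In the clustering set beforehand, cells of 1% O2 at day 2 shared clusters with input cells more often than cells of other tensions. With the batch correction 3 clusters held 96.6% of 4437 input cells together with 15.8% of the 1% O2 day 2 cells (1604 of 10132), against 9.90 to 10.7% at the other day 2 tensions. Without the correction the cluster that held 97.9% of input cells contained 0 of those 10132 cells, or 0.0%. That test decides nothing, because cells of the 2 days then hardly shared clusters at any tension: the spread over clusters that they had in common fell from 56.3% of cultured cells to 1.99%. An alignment of units by the correction therefore cannot be told apart from a real likeness. The clustering without genes changed by O2 did not show the same order. It leaves out the 8067 genes that differ between 1% and 21% O2. A likeness carried by those genes could not show in it, so it does not decide the question either. There the cluster with 53.9% of input cells held 5.34% of 1% O2 day 2 cells, against 5.76 to 6.73% at other day 2 tensions. The cluster with 30.2% of input cells held 1.31% against 1.38 to 1.80%, and that with 7.42% held 6.74% against 6.51 to 6.76%. A cluster with 2.91% of input cells went the other way, with 45.8% against 34.5 to 36.4%. The gene set higher in the input, which was tested on sums of cells without the correction, was higher at 1% O2 at day 2 (median 0.22). The p of its camera test rose past the threshold when the set was drawn without day 7 replicate 1 (0.392) or 2 (0.169) and without the low count filter (0.115). HSC/MPP-like cells, the main class of the input, also made up 41.4% of day 2 cells at 1% O2 and 27.2% at 21%. Within that class, the cluster led by AVP held 21.1 and 10.8% of those cells but 0.50% of input cells. The clusters led by AREG and JUN held 53.5 and 22.3% of input cells. Of day 2 cells they held 10.7 and 4.95% at 1% O2, and 8.01 and 1.21% at 21%. Whether 1% O2 keeps a part of the input's expression therefore stays open.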

How the results depend on the processing

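Counts without the TMM factor, the clustering without genes changed by O2 and the HSC/MPP-like class without its cluster led by G2/M genes were added after seeing the data, unlike the other alternatives. Leaving out a replicate leaves arms with a lone sum, assumed to vary like the other groups. The cause of the shifts below was not tested, except that dropping the unit block returns the differences between units to the spread and dropping sums leaves fewer samples.

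Without the unit as a block, genes changed between 1% and 21% O2 fell from 3783 to 5 at day 2 and from 3345 to 27 at day 7, and in HSC/MPP-like cells from 2201 to 4 and from 76 to 3. Genes whose effect differed between days went from 3035 to 9, genes changed between neighbouring tensions from 3768 to 4 and from 615 to 14, and input comparisons from 13066 to 8560 and from 12863 to 8430. Gene list calls numbered 50 of 80 with and without the block. Without each replicate in turn, the day 2 count ranged from 28 to 6235 and the day 7 count from 1528 to 3865, in HSC/MPP-like cells from 19 to 3562 and from 51 to 122. The day difference ranged from 289 to 3806 genes and the neighbouring steps from 26 to 6291 and from 126 to 1023. Calls of class shares ranged from 0 to 4 and of phase shares from 0 to 2, which were 0 without thinning. The p of the input gene set ranged from 0.000588 to 0.392 without a replicate and was 0.115 without the low count filter. Nuclear OXPHOS subunits at day 7 (adjusted p = 0.0329) ranged from 1.53e-06 to 0.084, with the direction turned at 0.0521.

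With each day fitted alone the day 2 count was 6393, in HSC/MPP-like cells 3563, and the steps gave 6516 at day 2 and 122 at day 7, where 1% against 21% O2 gave 1634. For HSC/MPP-like cells at day 7 DESeq2 gave 118 genes, equal cell numbers gave 48 and leaving out the cluster led by G2/M genes gave 30, with 1 unit then under 20 cells per sum. The day 7 steps gave 999 genes without the low count filter and 364 with equal cell numbers. Camera with an estimated correlation called 26 of 80 lists against 50, and the other settings that tested 80 called 49 to 57. Each day fitted alone called 42 of 64 lists, and leaving out mitochondrially encoded genes 48 of 75. The cell filter removed 4 cells and so tests nothing. Without Harmony no cluster was named HSC/MPP-like, so that setting gives no value there. Of 24 class and phase shares 6 had a call, all at day 7. Under the hashtag share rule 4 of these 6 calls were lost, and 4 other shares gained one. Of 18 class shares, 2 gained a call at resolution 0.5 and 1 with all variable genes, with 0 lost. Without Harmony 2 of 16 class shares gained a call and 0 lost it. Of 188 named gene results, 180 were past the threshold and 0 reversed. Past it under the alternatives other than no block and a left-out replicate were 161, without each replicate 100, and with no block 29. In the day 7 HSC/MPP-like sums of 91 to 137 cells at 1% and 21% O2, 16.4, 44.8 and 59.1% of simulated log2 folds of 0.5, 1 and 2 were recovered.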

Other observations

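The patterns described here were noticed in gene lists set beforehand, and no test was added for them.

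Several metabolic and stress lists, besides the cell cycle and HSC lists, also differed between day 7 cultures and the thawed input. At 21% O2 against the input, 19 of 24 sterol biosynthesis genes rose and 2 fell (20 and 2 adjusted over the list alone, median 0.79, camera adjusted p = 2.94e-05, adjusted p = 0.265 with an estimated correlation). Glycolytic genes rose in 12 of 16 cases and fell in 1 (12 and 1 adjusted over the list alone, median 0.31, camera adjusted p = 0.00206, adjusted p = 0.32 with an estimated correlation). Heat shock genes rose in 12 of 16 cases and fell in 2 (12 and 2 adjusted over the list alone, median 0.46, camera adjusted p = 0.00611, adjusted p = 0.265 with an estimated correlation). ATF4 and amino acid response genes rose in 13 of 20 cases and fell in 3 (13 and 3 adjusted over the list alone, median 0.63, camera adjusted p = 0.008, adjusted p = 0.32 with an estimated correlation), a call that was lost without day 7 replicate 1 (0.0627) or 2 (0.163) and with equal cell numbers (0.0741). NRF2 and antioxidant genes rose in 13 of 21 cases and fell in 3 (13 and 3 adjusted over the list alone, median 0.53, camera adjusted p = 0.00718, adjusted p = 0.0553 with an estimated correlation), which was lost without day 7 replicate 2 (0.0667). At 1% O2 against the input NRF2 genes rose in 16 cases and fell in 2 (16 and 2 adjusted over the list alone, median 0.57, camera adjusted p = 0.00211, adjusted p = 0.0209 with an estimated correlation), and sterol genes, with 15 rises and 5 falls, were not called (16 and 5 adjusted over the list alone, camera adjusted p = 0.0799). Whether 1% and 21% O2 differ in this respect is given by the direct comparison at day 7, where sterol genes fell and the NRF2 list was not called. p53 targets (11 rose and 8 fell, camera adjusted p = 0.743, with a median of 0.150 and a mean of −0.011), interferon genes (4 and 7, 0.211), mitochondrially encoded mRNAs (7 and 2, 0.486) and study-named genes (12 and 14, 0.237) were not called at 21% O2 against the input, with the same counts adjusted over the list alone.

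Between 1% and 3% O2 at day 2, where most changes lay, 28 of 54 G2/M genes fell and 0 rose (37 and 0 adjusted over the list alone, median −0.19, camera adjusted p = 5.39e-19, adjusted p = 0.0534 with an estimated correlation). Sterol genes fell in 21 of 24 cases (22 adjusted over the list alone, median −0.38, camera adjusted p = 5.39e-19, adjusted p = 0.0563 with an estimated correlation). Heat shock genes fell in 9 of 16 cases (9 adjusted over the list alone, median −0.27, camera adjusted p = 7.3e-11, adjusted p = 0.0534 with an estimated correlation). Interferon genes rose in 11 of 15 cases (12 adjusted over the list alone, median 0.33, camera adjusted p = 6.85e-15, adjusted p = 0.0109 with an estimated correlation). At day 7 heat shock genes rose between 3% and 5% O2 in 7 of 16 cases with 0 falls (12 and 0 adjusted over the list alone, median 0.21, camera adjusted p = 2.71e-21, adjusted p = 0.00856 with an estimated correlation).

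Without the batch correction, 97.9% of 4437 input cells lay in 1 cluster that held 1 of the 6450 day 7 cells of 21% O2 from the same units, a measure defined otherwise than the share of distinct input cells quoted from the study. The counts of changed genes in HSC/MPP-like cells, 2201 at day 2 and 76 at day 7 of 17962 tested, come from a rebuilt class and another test than the counts quoted above for the expanded early HSC/MPP and pooled unexpanded populations.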
